A study of Mus musculus with 22 samples. Its data were reported in "Alterations in tryptophan metabolism and de novo NAD+ biosynthesis within the microbiota-gut-brain axis in chronic intestinal inflammation" (2024).

How the data were processed

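Distal colon RNA was measured in 22 mice of 3 groups, and the groups were read from the sample labels. The groups were 8 C57BL/6 mice aged 14 weeks, 7 Winnie mice aged 14 weeks and 7 Winnie mice with rectal prolapse aged 18 weeks, called Winnie-Prolapse below. The sex of each mouse was read from the labels. Replicate numbers were given in the order of the sample list and pair no animals between groups. The labels name no sequencing or library batch, so no within-batch comparison could be made. Age goes with the Winnie-Prolapse group and could not be separated from it.

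The authors selected poly(A) RNA, prepared stranded libraries and sequenced them in paired ends. They ran the RNAsik pipeline on the mouse genome build GRCm38 and counted reads per gene with featureCounts. The deposited table holds these raw read counts, as whole numbers, for 46078 genes in 22 libraries, with no normalization and no filter seen in the values. The aligner, the annotation release, the strand setting of the counting and the handling of reads shared between genes were not stated. Members of gene families, overlapping genes and antisense genes are therefore uncertain where named. In the table, each gene has an identifier and 216 symbols are shared by more than 1 gene, so genes were followed by their Ensembl identifiers. Gene locations were taken from GENCODE M21 on GRCm38, matched by Ensembl identifier for 290 of the 290 genes looked up. Pairs of libraries of a group were compared over genes with at least 20 counts in the pair. The lowest chi-square per degree of freedom was 28.83 in C57BL/6, 32.09 in Winnie and 59.8 in Winnie-Prolapse, so no library was counted as a duplicate.

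Counts were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F test with the package defaults, TMM normalization and the filterByExpr filter, with Benjamini-Hochberg adjustment. Each comparison was fitted on its own 2 groups, both sexes together and with no covariate. A gene was called when its adjusted p was under 0.001 and its change at least 1.5-fold, the limits the study set. The comparison of males with females was fitted over all libraries with group as a covariate. The sex by group interaction was called at an adjusted p under 0.05 with no fold limit. CPM values were the deposited counts scaled by the library totals, log2 CPM had a prior count of 2, and the principal component analysis used the 2000 most variable genes.

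The lists tested were 4 lists of genes the study named as changed in Winnie and 12 lists of pathways, processes and cell types. The study lists held tryptophan and nicotinamide genes from pathway maps and from heat maps. The others held tryptophan metabolism, nicotinamide metabolism, inflammation, goblet cell, endoplasmic reticulum stress, colonocyte, smooth muscle, plasma and B cell, squamous epithelium, fat, enteric neuron and glia, and proliferation genes. Of 250 list genes, 3 were found by an older symbol. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 48 tests. The share of counts in each list and in Muc2 was compared by a two-sided exact permutation test of the group means. These shares were adjusted over 51 tests.

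The lists, tests, thresholds and most alternatives were fixed before the data were examined, as was the rule for the genes named. The rule took Muc2, Xist, Ddx3y and the study-list genes. From each group comparison it took the 5 largest increases and 5 largest decreases among called genes with an average log2 CPM of at least 1 and no overlap between the groups. From each other list it took at most 3 genes with the highest mean CPM. For sex it took the 5 largest changes, and for each interaction the 5 smallest adjusted p-values. Genes named outside this rule are said to be so.

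The alternatives were library size without TMM factors, DESeq2 1.42.0 with its own size factors and filter, limma-voom, no filter on low counts, and at least 10 counts in every library. Sex as a covariate, all 3 groups in one fit, 1 sex alone, an adjusted p under 0.05, other fold limits, fry or an estimated correlation for lists, TMM scaling of shares and leaving out each library in turn were also run. Of the alternatives, 3 were chosen after seeing the data: the bias-adjusted quasi-likelihood fit of edgeR, its robust fit and its likelihood ratio test.

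Libraries held from 24.8 to 36.3 M counts. A limit of 3 counts, the most that a count of 0 allows, came to 0.0825 to 0.121 CPM. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. The group test was tested on simulated data made from the real means and library sizes. It recovered 170 of 200 genes changed 4-fold (85%) and 190 of 200 changed 8-fold (95%), each with 0 false calls. The interaction test recovered 179 of 200 genes changed 8-fold (89.5%) with 9 false calls, and the list test recovered 1 of 1 changed lists of 20 genes with 0 false. Genes were simulated independently of each other, so the simulation cannot show how often correlated genes give false lists. In random splits of the real libraries, a median of 4, 5 and 6 lists passed. These are for Winnie against C57BL/6, Winnie-Prolapse against C57BL/6 and Winnie-Prolapse against Winnie. Permutations, shares and figures were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.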

Results

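Gene expression was measured by RNA sequencing of distal colon from C57BL/6 mice and from Winnie mice, which carry a mutation in the mucin gene Muc2 and develop colitis spontaneously. The 22 libraries fell into 8 of C57BL/6 mice (4 males, 4 females), 7 of Winnie mice (3 males, 4 females) and 7 of Winnie-Prolapse mice (4 males, 3 females). C57BL/6 and Winnie mice were 14 weeks old and Winnie-Prolapse mice 18 weeks old. The total count per library was 28.4 ± 2.08 M (SD, n = 8) in C57BL/6, 31.2 ± 3.46 M (SD, n = 7) in Winnie and 30.1 ± 3.15 M (SD, n = 7) in Winnie-Prolapse. At least 1 count was found for 30466 genes, and 17769 genes passed the low-count filter over all libraries. Among single libraries, 18% of the counts of Winnie-Prolapse replicate 6 came from 6 milk protein genes (95% Wilson interval 17.95% to 17.98%). In the other 21 libraries these genes held 0.000185% to 0.00542%.

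The first principal component of log2 CPM carried 56.5% of the variance over the 2000 most variable genes. Its mean was -54.7 ± 5.75 (SD, n = 8) in C57BL/6, -1.07 ± 29.3 (SD, n = 7) in Winnie and 63.6 ± 25.8 (SD, n = 7) in Winnie-Prolapse. Winnie libraries ranged from -47.2 to 45.6. Winnie replicate 5 had the lowest value and lay within the C57BL/6 range of -63.7 to -44.

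**Figure D1:**
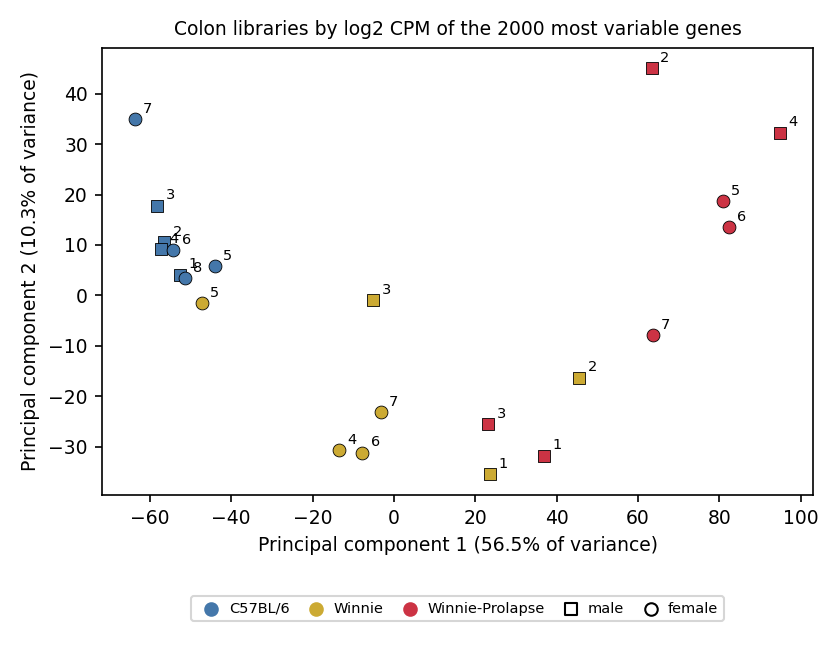
Principal components 1 and 2 (56.5% and 10.3% of the variance) of log2 CPM for 22 colon libraries, coloured by group, with squares for males, circles for females and replicate numbers beside the points. Winnie replicate 5 lies within the C57BL/6 range on component 1 and below it on component 2, at -1.51, and C57BL/6 replicate 7 lies highest of its group on component 2, at 35.

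Muc2 (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693), the gene mutated in Winnie mice, was counted in every library. Its mean was 3590 ± 1790 CPM (SD, n = 8) in C57BL/6, 2140 ± 813 CPM (SD, n = 7) in Winnie and 1890 ± 589 CPM (SD, n = 7) in Winnie-Prolapse. The log2 fold change against C57BL/6 was -0.65 ± 0.29 (SE) in Winnie and -0.84 ± 0.27 (SE) in Winnie-Prolapse. Neither was past the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.113 and 0.0155). As a share of counts, Muc2 held 0.359 ± 0.179% (SD, n = 8) in C57BL/6 and 0.214 ± 0.0813% (SD, n = 7) in Winnie (two-sided exact permutation test, p = 0.0244, Benjamini-Hochberg adjusted p = 0.0356). The adjusted p rose above 0.05 on leaving out any of 6 single libraries, up to 0.1 without Winnie replicate 3, and also after TMM scaling. In Winnie-Prolapse the share was 0.189 ± 0.0589% (SD, n = 7), with an adjusted p of 0.00587 against C57BL/6 in the same test. C57BL/6 replicate 7 had 0.79% of its counts in Muc2. The base change itself cannot be seen in counts.

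The sex labels were compared with sex-linked transcripts. Xist (ENSMUSG00000086503, chromosome X) had from 479 to 880 CPM in the 11 females and from 0.193 to 2.12 CPM in the 11 males. Ddx3y (ENSMUSG00000069045, chromosome Y) had from 46.3 to 67.6 CPM in males and at most 0.589 CPM in females.

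The comparison of Winnie with C57BL/6 mice asked which genes change in established colitis at the same age. Of 17289 genes tested, 15 were upregulated and 1 was downregulated (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.001 and at least 1.5-fold). At an adjusted p under 0.05 and the same fold limit the counts were 1282 and 1475. The CPM values of the 2 groups did not overlap for 11 of the 16 called genes and for 283 of all genes tested (1.64%, against 0.0311% by chance). The counts depended on the method and on single libraries. DESeq2 called 1262 genes, and without Winnie replicate 5 edgeR called 436 higher and 241 lower. All 16 genes were also among the calls of both alternatives. Without C57BL/6 replicate 1, edgeR called 0 genes, with 6567 at an unadjusted p under 0.05.

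Among the largest increases with no overlap were those of Tnfrsf8, Ighv7-3, Chac1 and Cd177. Tnfrsf8 (ENSMUSG00000028602, chromosome 4, 145267137 to 145315164) had 1.07 ± 0.551 CPM (SD, n = 8) in C57BL/6 and 22.9 ± 13.5 CPM (SD, n = 7) in Winnie. Its log2 fold change was 4.50 ± 0.46 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000255). Ighv7-3 rose by 3.61 ± 0.41 (SE), Chac1 by 3.14 ± 0.41 and Cd177 by 3.14 ± 0.36 on the log2 scale. Each was higher in 7 of 7 Winnie libraries than in any C57BL/6 library, which the choice of genes with no overlap requires. Ighv7-3 is an immunoglobulin variable gene, for which reads shared with related segments were not separated. The downregulated gene was Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238), a member of a gene family. It fell from 21.8 ± 2.67 CPM (SD, n = 8) to 9.98 ± 2.28 CPM (SD, n = 7), a log2 fold change of -1.05 ± 0.14 (SE; same test, adjusted p = 0.000937). These calls lay close to the threshold. In 15 fits that each left out 1 library, Tnfrsf8 was called in 10, Ighv7-3 in 6, Cd177 in 4 and Chac1 and Hspa1b in 3 each. The highest adjusted p in these fits was 0.00331, for Chac1 without C57BL/6 replicate 6.

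The comparison of Winnie-Prolapse with C57BL/6 mice asked which genes change in severe colitis. It differed in age as well as in disease. Of 17397 genes tested, 1712 were upregulated and 1474 downregulated in the same test. The CPM values did not overlap between the groups for 2221 of the called genes and for 2775 of all genes tested (16%, against 0.0311% by chance). DESeq2 called 5047 genes, 3180 of them also called by edgeR, and males alone, with 4 mice a group, gave 307.

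Among called genes with no overlap and an average log2 CPM of at least 1, the 5 largest increases were those of Krt6b, Retnlg, S100a9, Ltf and Prss22. Krt6b (ENSMUSG00000023041, chromosome 15, 101676023 to 101680287), a keratin gene with close paralogs, had at most 3 counts in each C57BL/6 library. It was at least 1140-fold higher in Winnie-Prolapse, at 121 ± 247 CPM (SD, n = 7). Without Winnie-Prolapse replicate 7, the mean of Krt6b was 29 ± 43.3 CPM (SD, n = 6). Retnlg, also at 3 counts or fewer in each C57BL/6 library, was at least 389-fold higher, at 41.4 ± 60.5 CPM (SD, n = 7). Without Winnie-Prolapse replicate 4 it had 20.3 ± 25.5 CPM (SD, n = 6), and without C57BL/6 replicate 3 it was no longer called (adjusted p = 0.00125). S100a9 rose by 9.78 ± 0.93 (SE), Ltf by 9.68 ± 1.14 and Prss22 by 9.53 ± 0.63 on the log2 scale. Single libraries moved these means too. S100a9 had 143 ± 182 CPM (SD, n = 7) in Winnie-Prolapse and 78.6 ± 67.8 CPM (SD, n = 6) without replicate 4. Ltf, the lactoferrin gene, had 269 ± 398 CPM (SD, n = 7) and 127 ± 140 CPM (SD, n = 6) without replicate 6. In C57BL/6, the mean of S100a9 was 0.166 CPM, and 0.101 ± 0.113 CPM (SD, n = 7) without replicate 5. The C57BL/6 mean of Prss22 was 0.0315 CPM, and 0.0153 ± 0.0275 CPM (SD, n = 7) without replicate 7. Both means of Prss22 lie below the limit of 3 counts, so the size of its fold change is uncertain.

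Among called genes with no overlap and an average log2 CPM of at least 1, the 5 largest decreases were those of Cyp2c55, Slc30a10, Cyp2c69, 5430427M07Rik and Odf3b. Cyp2c55 (ENSMUSG00000025002, chromosome 19, 39007019 to 39042693) fell from 1010 ± 970 CPM (SD, n = 8) to 10 ± 8.09 CPM (SD, n = 7), a log2 fold change of -6.58 ± 0.87 (SE). The log2 fold changes were -5.30 ± 0.57 for Slc30a10, -5.01 ± 0.56 for Cyp2c69, -4.92 ± 0.59 for 5430427M07Rik and -4.72 ± 0.30 for Odf3b. Each was lower in 7 of 7 Winnie-Prolapse libraries than in any C57BL/6 library, which the choice of genes with no overlap requires. All 5 were called in all 15 fits that left out 1 library. Cyp2c55 and Cyp2c69 belong to one gene family. Cyp2c55 and Slc30a10 overlap a gene on the other strand, as does Krt6b, and 5430427M07Rik is annotated as antisense.

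The comparison of Winnie-Prolapse with Winnie mice asked what separates severe from milder disease, and again includes the difference in age. Of 17041 genes tested, 0 were called in either direction, with 4743 at an unadjusted p under 0.05. The smallest adjusted p was 0.00628. At an adjusted p under 0.05 and 1.5-fold, 727 genes were higher and 464 lower. DESeq2 called 681 genes, and without Winnie-Prolapse replicate 2 edgeR called 1.

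The 2 comparisons against C57BL/6 gave related changes. All 15 genes upregulated in Winnie were also upregulated in Winnie-Prolapse, while the 1 downregulated gene, Hspa1b, was not called there. Of 3073 genes called in Winnie-Prolapse and tested in Winnie, 3040 changed in the same direction (98.9%). The C57BL/6 libraries are the same in both comparisons and the genes were chosen for a change against them, which alone favours the same direction, and no value for unchanged groups was computed for this share. Across 17136 genes, which are not independent replicates, the correlation of the log2 fold changes was r = 0.811 (jackknife SE 0.068). Sharing the C57BL/6 libraries alone gives a positive value. For differences of mean log2 CPM over 17769 genes, r was 0.841, against 0.438 to 0.513 in 100 simulations of unchanged groups. The simulations drew each gene independently and gave every group the spread of C57BL/6. Their range leaves out correlation between genes and may be too narrow, so it does not measure how unusual 0.841 is.

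**Figure D2:**
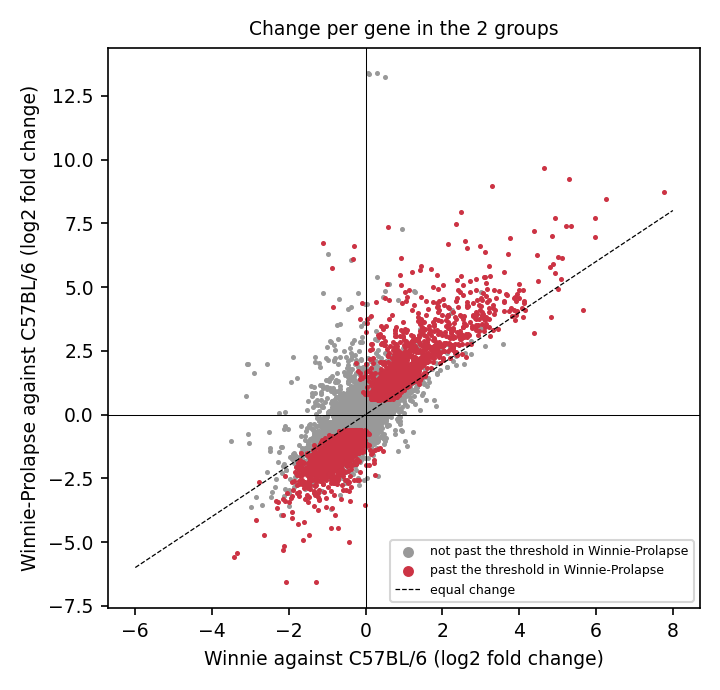
Log2 fold change per gene in Winnie (x axis) and Winnie-Prolapse (y axis), each against C57BL/6, with genes called in Winnie-Prolapse in red, others in grey and a dashed line of equal change. The red genes were chosen on the y axis and both axes share the C57BL/6 libraries, which favours the same sign on both.

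Tryptophan and nicotinamide metabolism were the pathways the study asked about. Its lists held 47 genes, of which 46 were tested. In Winnie against C57BL/6, 0 were past the threshold, with 35 at an unadjusted p under 0.05 and 25 at an adjusted p under 0.05 (14 higher, 11 lower). Ido1 (ENSMUSG00000031551, chromosome 8, 24584136 to 24597009) encodes the enzyme that starts kynurenine formation. It had 2.37 ± 1.32 CPM (SD, n = 8) in C57BL/6 and 89.9 ± 106 CPM (SD, n = 7) in Winnie, or 54.6 ± 54 CPM (SD, n = 6) without Winnie replicate 1. Its log2 fold change was 5.34 ± 0.90 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00213), with 6 of 7 Winnie libraries above every C57BL/6 library. Nampt (ENSMUSG00000020572, chromosome 12, 32819545 to 32853349) rose from 75.2 ± 9.59 CPM (SD, n = 8) to 125 ± 38 CPM (SD, n = 7), a log2 fold change of 0.82 ± 0.17 (SE; adjusted p = 0.00479). Cd38 (ENSMUSG00000029084, chromosome 5, 43868553 to 43912375) rose from 267 ± 27.7 CPM (SD, n = 8) to 464 ± 140 CPM (SD, n = 7), a log2 fold change of 0.89 ± 0.16 (SE; adjusted p = 0.0034). Without Winnie replicate 5, 12 of these genes were called, among them Ido1 (adjusted p = 0.00013), Nampt (0.000229) and Cd38 (0.00032). With DESeq2, 14 were called.

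In Winnie-Prolapse against C57BL/6, 26 of the 46 genes were called. The mean of Ido1 was 378 ± 348 CPM (SD, n = 7), with a log2 fold change of 7.38 ± 0.57 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.86e-07). The log2 fold change was 1.16 ± 0.11 (SE) for Nampt and 1.11 ± 0.14 (SE) for Cd38. Art2a-ps, a polymorphic pseudogene in the annotation and the gene the study lists as Art2a, rose by 4.82 ± 0.57 (SE). The 2 largest decreases among called genes of these lists were those of Fmo5 at -2.29 ± 0.27 (SE) and Ugdh at -2.10 ± 0.22 (SE), each lower in 7 of 7 Winnie-Prolapse libraries than in any C57BL/6 library. Kynu (log2 fold change 0.94 ± 0.49, SE) and Acat1 (-0.05 ± 0.08, SE) were among the genes not called in this comparison. The study named both as upregulated in Winnie, not in Winnie-Prolapse. In Winnie against C57BL/6, neither was called in 15 fits that each left out 1 library. Their adjusted p in these edgeR fits ran from 0.111 to 0.589 for Kynu and from 0.0148 to 0.0757 for Acat1. In Winnie-Prolapse against Winnie, 0 of the 46 were called, with 28 at an unadjusted p under 0.05.

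**Figure D3:**
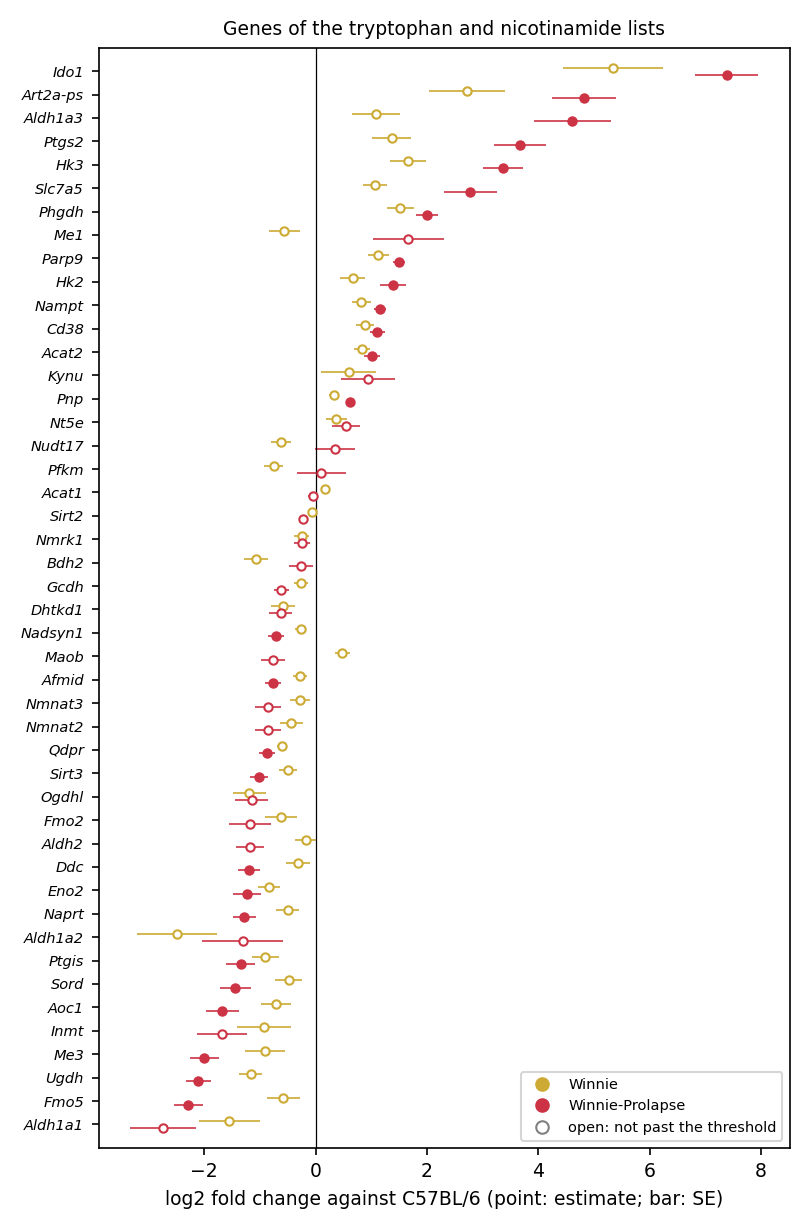
Log2 fold change against C57BL/6 for 46 genes of the tryptophan and nicotinamide lists in Winnie (yellow) and Winnie-Prolapse (red). Points are edgeR estimates, bars their standard errors, and filled points are called, which holds for 26 genes in Winnie-Prolapse and 0 in Winnie.

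Adjusted over the list alone, the calls in Winnie were 1 of the tryptophan map list, 2 of the nicotinamide map list, 5 of the tryptophan heat map list and 9 of the nicotinamide heat map list. These lists were chosen by the study on these samples, so such counts are not independent evidence. In Winnie-Prolapse against C57BL/6, adjusted over the list alone, the 4 lists gave 6, 6, 4 and 19 calls. Over all genes tested they gave 4, 6, 4 and 18. In Winnie-Prolapse against Winnie, adjusted over the list alone, 1 tryptophan map gene was called.

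Of 48 list tests (camera, preset correlation, Benjamini-Hochberg adjusted), 25 had an adjusted p under 0.05. Of these, 20 also passed under fry in the same direction. Fry asks whether the list genes change at all, and camera whether they change more than other genes. A pass under fry is therefore not a repeat of the camera result. With an estimated correlation in camera 0 held, where 2 of 48 had an unadjusted p under 0.05 and the smallest adjusted p was 0.374. Under fry, 3 lists passed that did not pass with camera: the nicotinamide heat map list in Winnie against C57BL/6 (adjusted p = 0.00799) and, in Winnie-Prolapse against C57BL/6, the tryptophan map list (0.00673) and the tryptophan metabolism list (0.0266). The 5 that passed with camera but not under fry were all in Winnie-Prolapse against Winnie. They were the endoplasmic reticulum stress, colonocyte, plasma and B cell, squamous, and enteric neuron and glia lists. Of 70 splits of the libraries of each comparison, the real one included, 24, 9 and 7 gave as many lists in Winnie against C57BL/6, Winnie-Prolapse against C57BL/6 and Winnie-Prolapse against Winnie.

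In Winnie against C57BL/6, 6 lists passed with camera. Higher were inflammation (median log2 fold change 2.38, adjusted p = 8.88e-05), endoplasmic reticulum stress (0.64, 6.35e-06), plasma and B cell (1.23, 3.48e-05) and proliferation (1.06, 1.59e-07). Lower were smooth muscle (-0.88, 2.24e-06) and enteric neuron and glia (-1.23, 2.4e-09). The tryptophan metabolism list (-0.01, 0.877) and the nicotinamide metabolism list (-0.10, 0.865) did not pass, nor did the 4 study lists, goblet cell, colonocyte, squamous or fat. The fat list passed without Winnie replicate 1 (0.0137) and without C57BL/6 replicate 2 (0.0452). Over all genes tested, 1 goblet cell gene and 1 stress gene were called. Adjusted over the list alone, the calls were 5 inflammation, 2 goblet cell, 6 stress, 6 plasma and B cell, 6 enteric, 10 proliferation, 2 tryptophan metabolism and 2 nicotinamide metabolism genes.

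In Winnie-Prolapse against C57BL/6, 9 lists passed with camera. Higher were inflammation (median log2 fold change 6.53, or 6.32 with 1 gene at its lower bound, adjusted p = 2e-10), endoplasmic reticulum stress (0.90, 2.06e-05), plasma and B cell (1.88, 9.64e-05), proliferation (1.24, 4.02e-05), squamous (6.12, 0.0258) and the tryptophan heat map list (1.09, 0.0442). The last was lost without any of 5 libraries, with an adjusted p up to 0.073 without C57BL/6 replicate 5. Lower were colonocyte (-1.83, 0.00829), smooth muscle (-1.74, 5.68e-07) and enteric neuron and glia (-1.81, 2.91e-06). The tryptophan map list (-0.76, 0.0594; 0.0333 without C57BL/6 replicate 7), the tryptophan metabolism list (-0.29, 0.0938), the nicotinamide metabolism list (-0.21, 0.482), goblet cell (-0.67, 0.839) and fat (-0.65, 0.163) did not pass, nor did the 2 nicotinamide study lists. Over all genes tested, calls reached 22 of 23 inflammation genes, 11 of 18 stress genes, 10 of 12 smooth muscle genes and 10 of 14 enteric genes. They also reached 8 of 9 squamous genes, 7 of 12 proliferation genes, 6 of 13 plasma and B cell genes, 3 of 14 colonocyte genes and 3 of 13 goblet cell genes. In the pathway lists they reached 7 of 35 tryptophan and 10 of 34 nicotinamide genes. Adjusted over the list alone, the counts were 23, 12, 10, 12, 9, 10, 7, 3, 3, 7 and 10 in that order, and 0 fat genes were called either way, with 2 at an adjusted p under 0.05.

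In Winnie-Prolapse against Winnie, 10 lists passed with camera. Inflammation (median log2 fold change 3.59, adjusted p = 1.1e-15), squamous (6.50, 0.000287), endoplasmic reticulum stress (0.30, 0.02), plasma and B cell (0.54, 0.0137) and the tryptophan heat map list (0.77, 0.0369) were higher. The tryptophan map list (-0.48, 0.00202), tryptophan metabolism (-0.24, 0.000232), colonocyte (-1.34, 4.34e-05), smooth muscle (-0.85, 2.56e-05) and enteric neuron and glia (-0.64, 0.0409) were lower. Proliferation (0.22, 0.207), nicotinamide metabolism (-0.12, 0.348), goblet cell (-0.19, 0.105) and fat (-0.22, 0.626) did not pass, nor did the 2 nicotinamide study lists. No list gene was called over all genes tested, and 7 squamous and 1 inflammation gene were called when adjusted over the list alone. The tests of 4 lists were lost on leaving out single libraries. Without Winnie replicate 3 the adjusted p was 0.095 for stress, 0.122 for plasma and B cell, 0.0871 for enteric neuron and glia and 0.0563 for the tryptophan heat map list. Enteric neuron and glia rose to 0.15 without Winnie replicate 5. Goblet cell passed without Winnie replicate 3 (0.0262) and proliferation without Winnie-Prolapse replicate 3 (0.0332).

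The share of all counts in each list was compared as 1 value per library. Of 51 two-sided exact permutation tests of the difference of means, 36 had a Benjamini-Hochberg adjusted p under 0.05. They were 12 in Winnie against C57BL/6, 16 in Winnie-Prolapse against C57BL/6 and 8 in Winnie-Prolapse against Winnie. The smallest p the permutations can give is 0.000155 with 8 against 7 libraries and 0.000583 with 7 against 7. The nicotinamide metabolism share rose from 0.142 ± 0.00591% (SD, n = 8) in C57BL/6 to 0.163 ± 0.0131% (SD, n = 7) in Winnie, where 7 of 7 libraries were above every C57BL/6 library (exact permutation p = 0.000155, adjusted p = 0.000566). In Winnie-Prolapse it was 0.17 ± 0.0184% (SD, n = 7). Most of the rise of the mean in Winnie was that of 1 gene, Cd38 (267 to 464 CPM), while 21 of the 35 genes tested had a lower estimate in Winnie, so the share does not stand for the list as a whole. The tryptophan metabolism share fell from 0.44 ± 0.0277% (SD, n = 8) in C57BL/6 to 0.386 ± 0.0424% (SD, n = 7) in Winnie (exact permutation p = 0.00777, adjusted p = 0.0139). It was 0.3 ± 0.0544% (SD, n = 7) in Winnie-Prolapse, with 7 of 7 libraries below every C57BL/6 library. Of the 33 tryptophan metabolism genes tested in Winnie, 16 had a higher and 17 a lower estimate, so the fall there does not stand for the list as a whole. In Winnie-Prolapse against C57BL/6, 13 were higher and 22 lower. The plasma and B cell share was 0.147 ± 0.0773% (SD, n = 8) in C57BL/6, 0.695 ± 0.353% (SD, n = 7) in Winnie and 1.09 ± 0.306% (SD, n = 7) in Winnie-Prolapse. The smooth muscle share was 1.03 ± 0.217%, 0.536 ± 0.253% and 0.277 ± 0.0934% (SD, n = 8, 7 and 7) in the same order. The fat share did not differ between any of the groups in these exact tests, with adjusted p from 0.215 to 0.456. Single libraries changed some calls: the tryptophan map share in Winnie passed without C57BL/6 replicate 7 (adjusted p = 0.0033), and the squamous share in Winnie (0.0498) was lost in 10 fits, up to 0.106 without Winnie replicate 2. The smooth muscle share in Winnie-Prolapse against Winnie was lost in 5, up to 0.0683 without Winnie-Prolapse replicate 4.

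**Figure D4:**
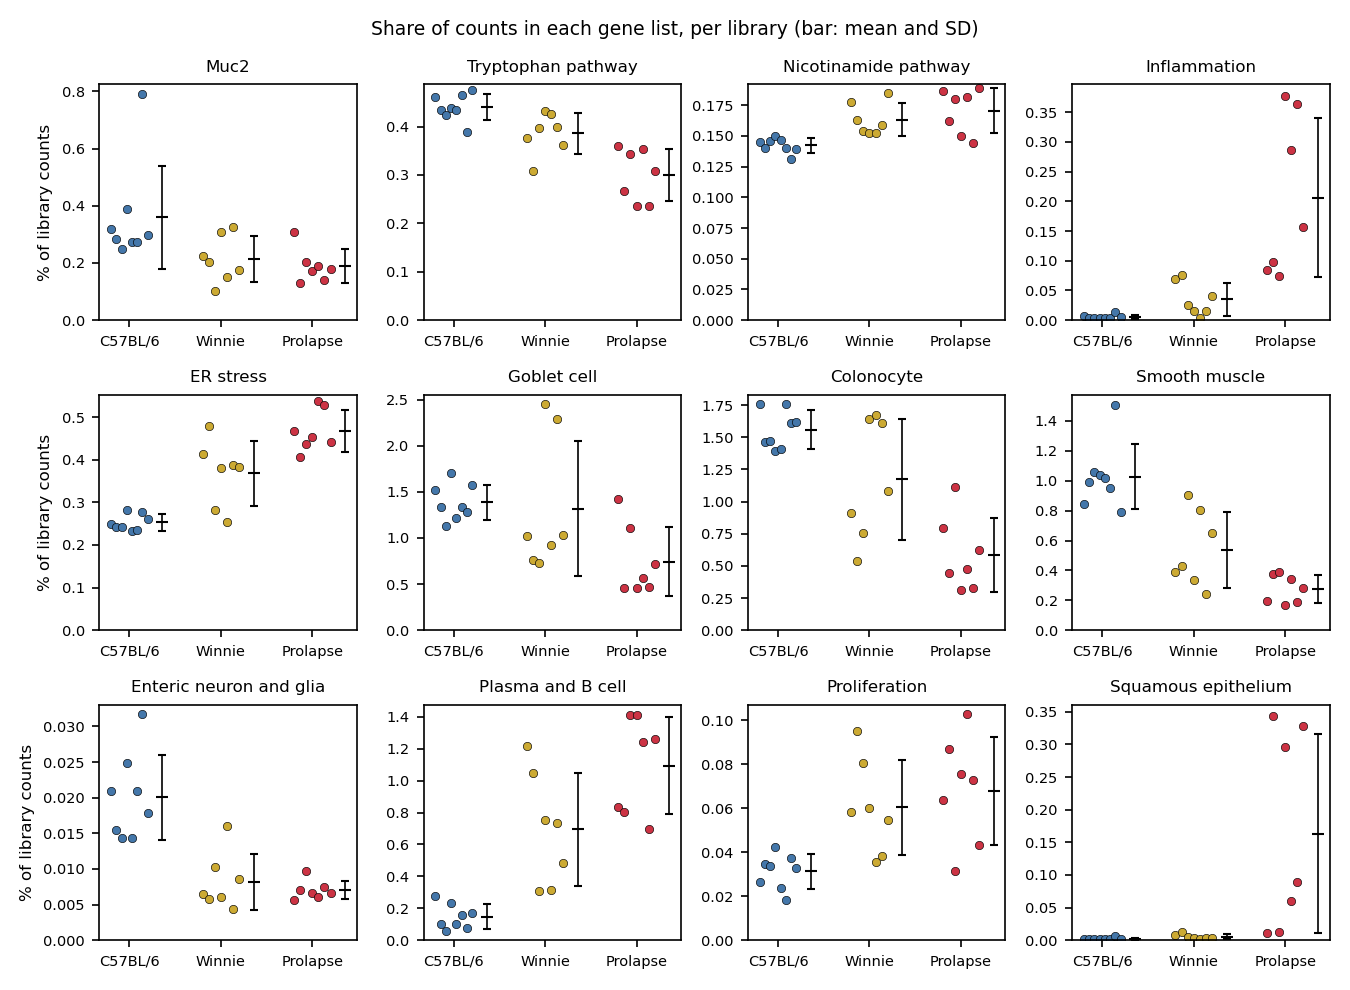
Percent of library counts in Muc2 and 11 gene lists, with each point a library, the groups on the x axis and bars for the mean and SD. The nicotinamide metabolism share of each of the 7 Winnie libraries lies above every C57BL/6 library, with most of the rise of the mean from Cd38, and the tryptophan metabolism share of each of the 7 Winnie-Prolapse libraries lies below every C57BL/6 library.

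Males were compared with females over all 22 libraries with group as a covariate. Of 17769 genes tested, 12 were called, with 7 on chromosome Y, 4 on chromosome X and 1 elsewhere (edgeR quasi-likelihood test). With at least 10 counts required in every library, 3 were called. The 5 largest changes were those of Xist, Kdm5d, Uty, Ddx3y and Gm29650. Kdm5d had 37.3 ± 7.44 CPM (SD, n = 11) in males and at most 0.315 CPM in females, Uty 25.1 ± 2.53 CPM and at most 0.221 CPM, and Gm29650 2.52 ± 1.01 CPM and at most 0.0393 CPM. The autosomal gene, Sult1e1, was named after its values were seen. It had 1.12 ± 1.44 CPM (SD, n = 11) in males and at most 0.0403 CPM in females.

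Whether the Winnie effect differed between the sexes was tested as an interaction. Of 17289 genes, 47 had an adjusted p under 0.05, 43 of them autosomal, and 41 had a negative interaction, meaning a lower change in males. The 5 smallest adjusted p-values were those of Gm14303 (log2 interaction -1.21 ± 0.15, SE), Hist1h2bc (-1.31 ± 0.16), Smim22 (-1.20 ± 0.17), Alkbh7 (-0.95 ± 0.14) and Smim6 (-1.03 ± 0.15). Gm14303 is annotated as a processed pseudogene and Hist1h2bc belongs to a gene family. The count ranged from 0 without Winnie replicate 2 to 358 without Winnie replicate 1. Without TMM factors it was lower and with DESeq2 higher, each by over 1.5 times. For Winnie-Prolapse, 0 of 17397 genes had an interaction past the threshold, with 755 at an unadjusted p under 0.05.

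The spread between animals was taken as the biological coefficient of variation (edgeR common dispersion, sex as a covariate). It was 0.245 in C57BL/6, 0.243 in Winnie and 0.319 in Winnie-Prolapse. The ratio of Winnie-Prolapse to C57BL/6 was 1.3, that of Winnie to C57BL/6 0.99 and that of Winnie-Prolapse to Winnie 1.32. Without C57BL/6 replicate 7 the first ratio was 1.8 and the second 1.37. Random splits were tested on other ratios, from counts with the group means made equal and genes above 1 CPM in both groups. These were 0.938 for Winnie to C57BL/6, 1.17 for Winnie-Prolapse to C57BL/6 and 1.22 for Winnie-Prolapse to Winnie, and 93, 48 and 22 of 100 splits gave a ratio as far from 1.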

Values the study reported

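The study compared the colon transcriptomes of 6 Winnie mice and 8 C57BL/6 mice. Its heat maps showed 6 differentially expressed genes of tryptophan metabolism and 24 of nicotinamide metabolism in the Winnie colon. On pathway maps it counted 11 differentially expressed genes for tryptophan metabolism and 12 for nicotinamide metabolism.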

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

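The tests of C57BL/6 replicate 7, of Winnie replicate 5 and of the squamous genes were chosen only after the result was seen, and those of random splits, gene length and mammary tissue were written before. In 111 tests, of 37 values in each group, a single library lay far from the others of its group 27 times, where chance gives about 6. Of these, 8 were in C57BL/6 replicate 7 and 4 each in Winnie replicate 2 and Winnie-Prolapse replicate 5. The values overlap in genes and libraries and are not independent.

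C57BL/6 replicate 7 lay apart with 3166 CPM of Cyp2c55 and 0.1449 CPM of Prss22. Its share of counts was 0.79% in Muc2, 0.0141% in inflammation, 1.51% in smooth muscle, 0.00563% in squamous, 0.0177% in the tryptophan heat map list and 0.0815% in the tryptophan map list. Its total of 27.6 M counts, within the range of its group, argues against lower sequencing depth. RNA from another tissue mixed in is argued against as the whole cause, since 7 distal Hox genes had a median of 4.35% of the lowest other C57BL/6 library, a loss that added RNA cannot give. The loss was in Hoxb13 and 4 Hoxd genes, with Hoxd13 at 0.217 CPM against 132 to 288 CPM, while Hoxa10 (162%) and Hoxa13 (121%) were not lower. Over 25 Hox genes the change fell with the Hox group number (rho = -0.462, against -0.0911 to 0.569 in the other 7). A more proximal piece of colon is a candidate explanation, found and tested on the same libraries, and the Hoxa genes do not follow it.

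Winnie replicate 5 had 11.32 CPM of Odf3b, far above the other Winnie libraries. Its total of 30.5 M counts argues against lower sequencing depth. Over 100 genes chosen without this library, with inflammation in the model, its median position between C57BL/6 (0) and Winnie (1) was 0.208. The C57BL/6 libraries lay at 0.033 to 0.245 and the other 13 Winnie and Winnie-Prolapse libraries at 0.603 to 1.235. Some shares of counts lay outside the C57BL/6 range. Muc2, the mutated gene, had 1505 CPM, or 0.15% of counts, where the lowest C57BL/6 library had 0.25%. The goblet cell share, which includes Muc2, was 0.919%, against at least 1.13% in C57BL/6. The plasma and B cell share (0.314%, highest C57BL/6 0.277%), the nicotinamide map share (0.0853%, 0.0824%) and the nicotinamide metabolism share (0.152%, 0.15%) were above every C57BL/6 library. The other 12 list shares lay within the C57BL/6 range. A further C57BL/6 library could also lie outside the range of the others in some shares, and these lists share genes. The shares therefore do not decide for or against a mislabel. The library was also above C57BL/6 in Tnfrsf8, Ighv7-3, Chac1 and Cd177, but those genes were chosen for no overlap with this library included. The library may come from a mislabelled C57BL/6 sample or from a Winnie mouse with little or no disease, and both stay open. The library was kept in its labelled group.

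Further single libraries were far from their groups in disease-related genes. Winnie replicate 1 had 301.9 CPM of Ido1, and Winnie replicate 2 had 4.101 CPM of Krt6b, 12.34 of Prss22, 3.717 of Retnlg and 38.9 of S100a9. Winnie-Prolapse replicate 5 had 30.2 CPM of Chac1, 1122 of Ido1, and 0.146% and 0.171% of its counts in the tryptophan heat map and tryptophan map lists. Winnie-Prolapse replicate 4 had 168 CPM of Retnlg and 531.9 of S100a9. Winnie-Prolapse replicate 1 had 0.7694 CPM of 5430427M07Rik and 0.308% of its counts in Muc2, and Winnie-Prolapse replicate 2 had 0.0774% in the fat list. Among C57BL/6 libraries, replicate 3 had 0.09522 CPM of Retnlg, which is 3 counts, and replicate 5 had 1.852 CPM of Ighv7-3. No technical explanation was tested for these, and differences in disease between animals stay open as untested.

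Winnie-Prolapse replicate 7 had 675.2 CPM of Krt6b, a squamous epithelium gene. The sum of Krt4 and Krt13 was above that of the cornified genes in 1 of 7 Winnie-Prolapse libraries, replicate 1, where they were 1.6 and 1.42 CPM. In replicate 7 itself the sums were equal to 3 digits, at 260 CPM each, and in replicate 2 they were 685 and 902 CPM, so Krt4 and Krt13 were as high or nearly as high in 2 of the libraries richest in squamous genes. In replicates 4, 5 and 6 they were 215 and 1370 CPM, 18.6 and 192 CPM, and 18.5 and 465 CPM. In replicate 3 they were 0.545 and 1.94 CPM. Cornified skin in the sample may account for part of the squamous genes, and squamous epithelium that is not cornified and a change of the prolapsed mucosa stay open.

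Winnie-Prolapse replicate 6 had 1123 CPM of Ltf, and 18% of its counts were in 6 milk protein genes. Of 9 other mammary genes, 9 were over 10 times the highest other Winnie-Prolapse library, so RNA from mammary tissue may be present in this library. The mouse is female by its label. Csn2, the most abundant of the 6 there, had 72800 CPM. How mammary RNA entered was not tested, and inflammation stays open for Ltf.

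The sex by group interaction in Winnie against C57BL/6 gave 47 genes, a difference between the sexes. Of 60 random reassignments of sex within the groups, 2 gave as many genes, the real one included, and 1 of the others gave 201. The median exon length of the 47 genes was 1528 bases, against 3894 for tested genes, and 0 of 10000 random lists had a median as low. Gene length bias between libraries may account for these calls. The index of short against long genes was -0.018, -0.255 and -0.255 in the 3 Winnie males and 0.102, -0.038, 0.159 and 0.296 in the 4 females. A difference between the sexes stays open, since no test separated it from gene length bias. The sample titles of the 4 Winnie females carry consecutive numbers, and those of the 3 Winnie males do not. Another grouping of the animals may thus go with sex in Winnie, and it could not be separated from sex.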

How the results depend on the processing

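The bias-adjusted fit, the robust fit and the likelihood ratio test were chosen after seeing the data. For most alternatives below, the cause of the change was not tested; 1 sex alone, or at least 10 counts in every library, leaves fewer mice or genes by construction.

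In Winnie against C57BL/6, 15 genes were higher and 1 lower. The counts were 1282 and 1475 at an adjusted p under 0.05, 781 and 481 with DESeq2, 0 and 0 with limma-voom (6934 at an unadjusted p under 0.05), 64 and 4 with no low-count filter, and 0 and 0 with at least 10 counts in every library (5952). They were 174 and 25 with all 3 groups in one fit, 112 and 18 in males, 0 and 0 in females (3315), 28 and 2 with the bias-adjusted fit and 635 and 330 with the likelihood ratio test. Without TMM factors 7 were higher, with sex as a covariate 2 were lower, and with the robust fit 0 were lower (6898). Of the 16 genes called in the main fit, 8 were also called without TMM factors, 10 with sex as a covariate and 10 with the robust fit. Leaving out each library gave 0 to 436 higher and 0 to 241 lower, both highest without Winnie replicate 5. Of the study-list genes, 0 were called, against 14 with DESeq2, 3 with all 3 groups in one fit, 1 in males, 12 with the likelihood ratio test and 0 to 12 on leaving out each library.

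In Winnie-Prolapse against C57BL/6, 1712 were higher and 1474 lower. The counts were 2902 and 3079 at an adjusted p under 0.05, 2745 and 2302 with DESeq2, 248 and 59 in males and 224 and 31 in females, and 1361 to 1995 and 1048 to 1662 on leaving out each library. Without TMM factors 3071 were called and 45.4% of them were higher, against 53.7% in the main fit. The commoner direction thus depended on the scaling. Of the 46 study-list genes tested, 26 were called, against 4 in males, 6 in females and 21 to 28 on leaving out each library. In Winnie-Prolapse against Winnie, 0 were called. The counts were 727 and 464 at an adjusted p under 0.05, 505 and 176 with DESeq2, 32 and 10 with all 3 groups in one fit, 53 and 1 in females and 264 and 119 with the likelihood ratio test. On leaving out each library they were 0 to 1 and 0. Study-list genes numbered 6 with DESeq2, 1 in females and 5 with the likelihood ratio test.

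The interaction in Winnie gave 3 genes without TMM factors, 861 with DESeq2 and 0 to 358 on leaving out each library. In Winnie-Prolapse it gave 2 with DESeq2 and 0 on leaving out each library. Male against female gave 3 with at least 10 counts in every library and 11 to 12 on leaving out each library. List tests fell from 25 to 0 with an estimated correlation and were 21 to 26 on leaving out each library. The correlation of the changes was 0.757 to 0.834 and shares past the threshold 33 to 37.

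Some results reversed. In Winnie-Prolapse against C57BL/6, the log2 fold change over fits leaving out 1 library was -0.12 to 0.022 for Acat1 (highest without Winnie-Prolapse replicate 4), -0.017 to 0.47 for Nudt17 and -0.69 to 0.27 for Pfkm (both lowest without replicate 2). It was -0.12 for Pfkm with sex as a covariate. List tests that reversed had high adjusted p. With ranges over leaving out each library, they were tryptophan metabolism in Winnie (0.738 to 0.999, without Winnie replicate 3), squamous in Winnie (0.901 without TMM factors, 0.56 to 0.999, without Winnie replicate 3) and the nicotinamide map list in Winnie-Prolapse (0.724 to 0.939, without Winnie-Prolapse replicate 3). In Winnie-Prolapse, the nicotinamide heat map list reversed under fry (0.729), without TMM factors (0.975) and without Winnie-Prolapse replicate 1 (0.98). Goblet cell reversed there under fry (0.947). Against Winnie, the nicotinamide map list reversed under fry (0.971). It also reversed without Winnie replicate 1 or 7 or Winnie-Prolapse replicate 2, 4 or 6 (0.885 to 0.974). The nicotinamide heat map list against Winnie (0.68 to 0.925, without Winnie replicate 2) reversed, as did the enteric share (0.33 to 0.912, without Winnie replicate 5). The goblet cell share in Winnie reversed after TMM scaling (0.894) and without Winnie replicate 2 (0.938) or 3 (0.919). In all, 38 of 121 gene fold changes, 38 of 48 list tests and 13 of 51 shares changed their call or direction under at least 1 alternative.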

Other observations

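The tests of spread, carry-over and time of day were chosen only after the result was seen, and those of random splits, milk genes taking counts and the outer wall were written before. Of 70 splits of the libraries, the real one included, 1 gave as many called genes in Winnie against C57BL/6, 1 in Winnie-Prolapse against C57BL/6 and 70 in Winnie-Prolapse against Winnie, where 0 genes were called and 4743 had an unadjusted p under 0.05. As many lists passed in 24, 9 and 7 splits. The 12 genes called between males and females were matched in 1 of 60 reassignments of sex, and the interaction in Winnie-Prolapse, with 0 genes called and 755 at an unadjusted p under 0.05, in 60 of 60. For the spread, on counts with the group means made equal, ratios as far from 1 came in 93, 48 and 22 of 100 splits.

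Of the 46 tested genes the study named in tryptophan and nicotinamide metabolism, 0 were past the threshold in Winnie, and 35 had an unadjusted p under 0.05. This count is lower than that of the study. It was 12 without Winnie replicate 5, 14 with DESeq2 and 12 with the likelihood ratio test, so it depends on the libraries and on the test. The study included fewer Winnie mice than the labels give, and which one it left out is not known.

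With the 6 milk protein genes left out of the table, 3200 genes were past the threshold in Winnie-Prolapse against C57BL/6. This count decides little, since the TMM factors already adjust for a few abundant genes. Without Winnie-Prolapse replicate 6, the library rich in these genes, 2692 genes were called. Of the 3186 genes called in the main fit, 2616 were among them, so most of the calls do not rest on the milk protein genes of that library. The milk protein genes were found at low levels in the other libraries. The ratio to Winnie-Prolapse replicate 6 in the C57BL/6 and Winnie libraries differed by 1.4 times between the 6 genes, so carry-over from that library is a candidate explanation.

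The smooth muscle list and the enteric neuron and glia list were lower in Winnie. Of 7 other genes of the outer wall, 6 had a lower estimate in Winnie, all but Ano1, and none of the 6 had an adjusted p under 0.05 (0.0868 to 0.148). A smaller share of the outer wall in the sample may account for the lower lists, and a loss of these cells stays open.

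Of 8 clock output genes, 2 were past the threshold and lower in Winnie-Prolapse than in C57BL/6, Dbp (adjusted p = 0.000582) and Nr1d1 (4.97e-05). The median log2 fold change of the 8 was -1.21, and the adjusted p of the other 6 ran from 0.00109 to 0.35, the last for Per2 (-0.36). Of 4 genes of opposite phase, for which a difference in the time of day of collection predicts a rise, Nfil3 rose by 2.20 (adjusted p = 0.00044, 7 of 7 libraries above every C57BL/6 library). Clock (0.048), Arntl (-0.16) and Npas2 (-0.51) changed little, with adjusted p from 0.146 to 0.721. The median of the 4 was -0.056, but it covers genes that go both ways and decides nothing. Time of day, disease and age cannot be told apart here, since collection times are not in the labels and age differs between the groups.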
